A study of Mus musculus with 10 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

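Array comparative genomic hybridization (array CGH) compares the copy number of DNA segments between a test animal and a reference animal. Both DNA samples are labelled with different fluorescent dyes, Cy3 and Cy5, and hybridized together to an array of oligonucleotide probes. The series held 10 custom Agilent arrays of the study's second screening, on which the neighbourhoods of probes selected in a first screening were tiled densely. Per the labels, genomic DNA came from tail tissue of 5 C57BL/6 mice of 1 family, named here the sire, the dam and offspring 1, 2 and 3. The reference DNA was that of 1 male mouse. Each mouse was hybridized on 2 arrays with the dyes swapped, and these 2 arrays were counted as 1 sample. The title of the series names males exposed to gamma-rays at 20 mGy per day for 400 days, whereas its design text calls the male of this family non-irradiated. The mouse names in the labels begin with 20mGy, and the paper's tables use that prefix for the irradiated group. No other family was analysed here, so no comparison of irradiated with non-irradiated families was made.

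The authors deposited 1 scanner output per array from Agilent Feature Extraction (version 10.7.1.1). The deposited spot intensity values are, per the file headers, background-subtracted, spatially detrended and dye-normalised processed signals. The dye normalisation was linear, since its lowess term was 0 on every array. The deposited log10 ratio is that of Cy5 over Cy3 after these steps. The authors' value table of the series holds log2 ratios of the reference over the mouse. These equalled the scanner ratios to within 5e-07 once the sign was turned, so that an analysis from the authors' table repeats the one from the scanner output. Each scanner file held 95090 spots, of which 88527 belonged to 84504 distinct probes of 45 to 60 bases. Probe positions were given on the mouse build mm9 with no gene names. The genome given for this work was GRCm38, and an annotation of mm9 was not used here. Coordinates were therefore reported on mm9 without genes, and no coordinate was converted between builds.

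The log10 ratio was converted to log2 and turned so that every value is mouse over reference. Control spots and spots with an outlier flag (107 to 159 per array) were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. No loess or quantile normalisation was applied. The main analysis kept 84395 autosomal, 48 X and 3 Y probes with a value on every array. The medians removed by centring lay between -0.010 and 0.0066. The median spacing of neighbouring autosomal probes was 89 bp. No spot was saturated, and between 97.2% and 98.7% of the spots of an array were well above background in both channels. The signal-to-noise ratio lay between 45.3 and 61.8 in Cy3 and between 52.4 and 77.6 in Cy5. The SD of the log2 ratio among replicate spots of 1 probe lay between 0.076 and 0.095. The number of arrays limits the precision, since each mouse was measured on 2 arrays and the reference was a single animal without its own spread.

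A probe was positive in a mouse when its log2 ratio exceeded 0.5 in size, in the same direction, on both dye-swapped arrays. Probes past 0.5 on both arrays in opposite directions served as the background. A positive probe was supported when at least 1 other positive probe of the same direction lay among the 3 nearest array probes on either side. Supported probes no more than 3 array probes and 10 kb apart formed a region, with a minimum of 2 probes. A de novo candidate was a region of an offspring with no probe positive in that direction in the sire or the dam. A private region had no positive probe in any of the other 4 mice. The background for regions was the number called by the same rules after the sign of each mouse's Cy3 array was turned, a count added after the data had been examined. Both backgrounds also hold probe-specific dye differences, and with the probe dye bias removed 0 such regions were left. Private counts of 3 offspring and 2 parents were compared by an exact permutation test over all 10 splits of the 5 mice, two-sided, whose smallest possible p is 0.2. For regions of exactly 1 parent, the share with 50% or more of the supported probes positive in an offspring was given with its exact Clopper-Pearson 95% interval, which covers counting error only. Loci, a description added after the regions had been seen, joined the supported probes of 1 direction of all 5 mice within 10 kb, and their means were taken over every array probe in the span.

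A pair of probe-wise comparisons used limma (version 3.58.1, R version 4.3.3) on the mean of the 2 arrays per mouse, with lmFit, eBayes and Benjamini-Hochberg adjustment over the autosomal probes at 0.05. The first set the 5 mice against 0, that is, against the reference, and the second set 3 offspring against 2 parents. The arrays lay on 3 slides scanned on 2 days. The sire and the dam shared slide 1 and the first scan day, offspring 1 and 2 shared slide 2, and offspring 3 was on slide 3. Slide was therefore tried as a random block. Regions named in the text were at most 5 de novo candidates, at most 5 called in all 5 mice and at most 5 called in exactly 1 parent and an offspring, ranked by their number of supported probes and then by the mean size of the log2 ratio. For this naming, a region counted as called in another mouse when it shared at least 1 supported probe with a region of the same direction called there, a looser rule than the 50% used for transmission. Probes named were at most 3 in each direction with the smallest adjusted p in each limma comparison. Clusters of limma calls, a description also added afterwards, held at least 10 calls of 1 direction with gaps of at most 100000 bp.

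The calling rules were tested on simulated arrays of the same 84395 probes with the measured dye bias and noise. All regions of 5 probes (100%) with a log2 change of -1 were found, as were 80.9% of regions of 5 probes and 33.3% of regions of 2 probes with a change of 0.6. Of regions with a change of -0.5, 12.7% of those of 5 probes and 2.17% of those of 2 probes were found, and 0% of regions of 5 probes with a change of 0.4. No false region appeared. The simulated noise was independent between arrays and between probes, and the dye bias acted in opposite directions on the arrays of a mouse. False regions were therefore unlikely by construction, and their absence says little about real arrays. At a simulated change of 0.4, 0.53% of the probes in regions of 5 were positive. Over the real gain on chromosome 4, with means of 0.36 in offspring 1 and 0.37 in the dam, 9.30% and 12.2% were positive. The simulation thus did not reproduce that gain, and its rates near the threshold may not hold for real segments. In simulated limma fits over 84395 probes with 200 probes changed by 1, the offspring-against-parents fit found 90.5% of them with 7 false calls, and the family-against-reference fit found 99.0% with 10 false calls.

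The alternatives were thresholds of 0.4 and 0.8, no centring, normexp background correction with an offset of 50, the authors' table, probes well above background on every array only, outlier spots kept, the mean of both arrays past the threshold, other neighbour and region rules, other parental rules, each mouse left out in turn, other eBayes settings, an adjusted p of 0.01, slide as a random block and a fit of all 10 arrays with a dye term and mouse as a random block. Normexp was run on median spot and background signals, and mean spot signals were not used here. Further alternatives, among them removal of a dye bias estimated per probe from the other mice, were chosen after the data had been examined. For 1 hypothesis of the closing section, the autosomes of GRCm38 were divided into tiles of 1000 bp, and the 1890081 tiles with at least 50% of their bases outside repeats were aligned to the Y chromosome with minimap2 (version 2.31, preset asm10), keeping alignments of at least 900 bp. Other calculations used Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1) and pandas (version 2.3.3).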

Results

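Array CGH on 10 arrays measured the DNA copy number of 1 mouse family, a sire, a dam and 3 offspring, against the DNA of 1 reference male. The study asked whether continuous gamma irradiation of sires raises the number of new copy number variations (CNVs) in their progeny, and a change is counted as de novo when an offspring has it and neither parent does. The arrays were those of a second screening, meant to remove false positives of a first one. The median spot signal of an array, before background subtraction and dye normalisation, lay between 673.5 and 1175 in Cy3 and between 1073 and 1752 in Cy5. All values are log2 ratios of mouse over reference, centred on the autosomal median of each array. The SD given with a value of a single mouse is that over its 2 dye-swapped arrays, and a mouse had no other replicate.

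The reproducibility of the dye-swapped arrays was examined first. The SD over 84395 autosomal probes of the deviation of an array from the mean of its pair was 0.12 in the sire, 0.12 in the dam, 0.14 in offspring 1, 0.12 in offspring 2 and 0.11 in offspring 3. Across probes, which are not independent replicates, the 2 arrays of a mouse had a Pearson correlation of -0.43 in the sire, 0.25 in the dam, -0.46 in offspring 1, -0.57 in offspring 2 and 0.078 in offspring 3. A negative correlation after both arrays had been turned the same way means that probe-specific dye differences outweighed differences shared by both arrays. Under normexp background correction the SD rose most in the dam, to 0.14, and both positive correlations changed sign, to -0.0093 in the dam and -0.14 in offspring 3.

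The sex chromosomes show the size of a change between 1 and 2 copies. The median log2 ratio of the 48 X probes was 0.82 ± 0.064 in the dam and -0.00030 ± 0.072 in the sire. It was -0.00032 ± 0.053 in offspring 1, 0.0013 ± 0.069 in offspring 2 and 0.74 ± 0.12 in offspring 3. The median of the 3 Y probes was -1.31 ± 0.30 in the dam, -0.14 ± 0.19 in the sire, 0.018 ± 0.23 in offspring 1, -0.035 ± 0.23 in offspring 2 and -0.62 ± 0.38 in offspring 3. On both chromosomes the dam and offspring 3 lay on the same side of the other 3 mice, by more than the SD between arrays. The labels give the sex of the parents and not that of the offspring. The mean over the Y probes of the dam was lower than their median, at -1.69.

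**Figure D1:**
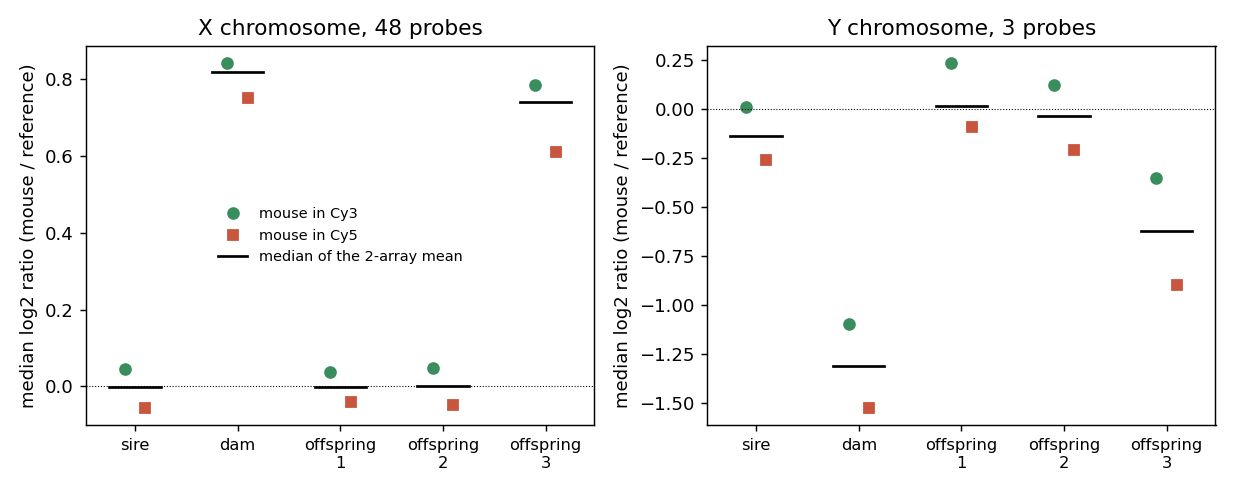
Median log2 ratio (mouse over reference) of the 48 X probes (left) and the 3 Y probes (right) in each of the 5 mice. Circles are arrays with the mouse in Cy3, squares arrays with the mouse in Cy5, and bars the median over probes of the 2-array mean; the X value is 0.82 in the dam and 0.74 in offspring 3, and near 0 in the other mice.

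Positive probes were then counted in each mouse. The sire had 68 positive autosomal probes (8 gains and 60 losses), the dam 503 (214 gains and 289 losses), offspring 1 185 (129 gains and 56 losses), offspring 2 51 (4 gains and 47 losses) and offspring 3 357 (46 gains and 311 losses). Probes past the threshold in opposite directions numbered 59, 52, 111, 59 and 55 in the same order. The positive probes of the sire and of offspring 2 were thus about as many as this background, which also holds probe-specific dye differences. The like counts do not show that these probes are noise. Of the 217 probes of a locus on chromosome 15 described below, 24.9% were positive losses in the sire and 18.4% in offspring 2. Of the positive probes, 44 in the sire, 314 in the dam, 112 in offspring 1, 29 in offspring 2 and 210 in offspring 3 were supported by a neighbour. After the sign of 1 array was turned, supported probes numbered 4 in offspring 2, 5 in offspring 3 and 0 in the other mice. The count of positive probes depended on the threshold and on the rule for both arrays. Over the 5 mice it was 1164 at 0.5, 2157 at 0.4 and 427 at 0.8. It was 2169 when only the mean of both arrays had to pass 0.5.

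**Figure D2:**
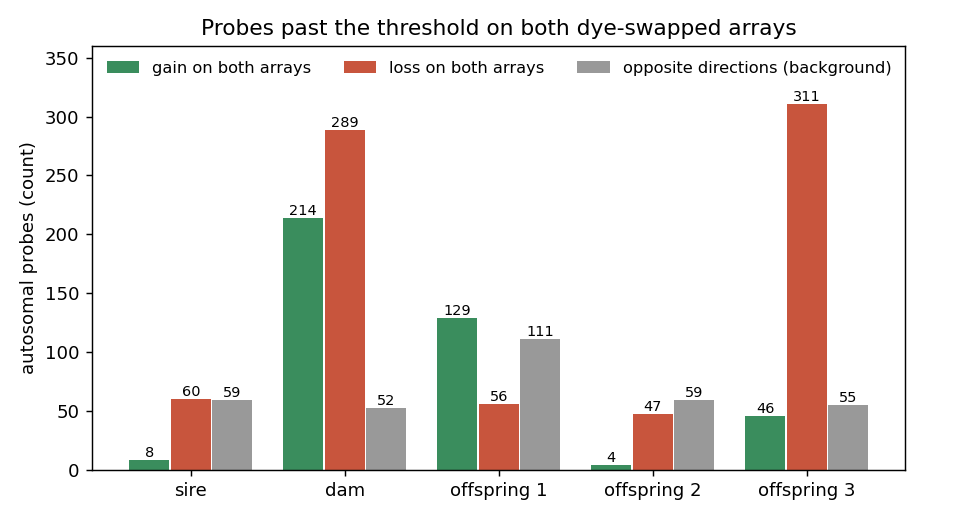
Number of autosomal probes past a log2 ratio of 0.5 in size on both dye-swapped arrays of each mouse, as gains, losses and, in grey, opposite directions on the 2 arrays. Gains were most numerous in the dam (214), and losses in offspring 3 (311) and the dam (289).

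The supported probes formed 158 regions, against 4 after the sign of 1 array was turned and 0 when the probe dye bias was removed before the sign was turned. Of these 158 regions, 12 were in the sire, 65 in the dam, 43 in offspring 1, 11 in offspring 2 and 27 in offspring 3. Joined within 10 kb and over all mice, they lay in 14 loci, of which 4 spanned more than 10 probes. These 4 were on chromosomes 3, 4, 5 and 15.

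The question of the family analysis was whether an offspring carried a change that both parents lacked. By the rule used, 23 regions were de novo candidates, 21 in offspring 1 and 2 in offspring 3. All 21 candidates of offspring 1 were gains on chromosome 4, and those of offspring 3 were 1 gain on chromosome 1 and 1 loss on chromosome 15. They were short, since 18 of the 23 held 2 probes and none more than 5. The candidate with most probes was a gain of 5 probes on chromosome 4 from 101182531 to 101182845 (mm9), with a mean log2 ratio of 0.60 ± 0.013 in offspring 1 and 0.43 ± 0.0026 in the dam. The dam therefore missed the threshold there but lay above 0 by more than the SD between its arrays. Gains of 4 probes from 101243058 to 101243455, 3 probes from 101218006 to 101218155 and 3 probes from 101131462 to 101131641 had means of 0.61 ± 0.00043, 0.61 ± 0.057 and 0.60 ± 0.044 in offspring 1, against 0.46 ± 0.0096, 0.49 ± 0.027 and 0.49 ± 0.028 in the dam. The loss on chromosome 15 held 4 probes from 8349297 to 8350014. Its mean was -0.67 in offspring 3, -0.49 ± 0.0060 in the sire, -0.36 ± 0.12 in the dam, -0.68 ± 0.15 in offspring 1 and -0.61 ± 0.0069 in offspring 2. Of its probes, 1 was not well above background on every array, and without it the mean of offspring 3 was -0.61. The gain on chromosome 1 from 42423656 to 42423721 held 2 probes that overlap by 54 of 60 bases. It ranked below the 5 regions named by the rule and was added after its values were seen. Its mean was 0.72 ± 0.15 in offspring 3, 0.13 ± 0.096 in the sire, -0.0033 ± 0.19 in the dam, 0.026 ± 0.20 in offspring 1 and 0.14 ± 0.0054 in offspring 2. The number of candidates moved most when single positive probes counted as regions, to 159, and it was 0 at a threshold of 0.8. When absence from the parents meant a mean that differed by more than 0.5 from that of each parent, there were 2 candidates, both in offspring 3. They were the gain on chromosome 1 and a loss of 2 probes on chromosome 7 from 18817154 to 18817241, which was called in the dam too (-1.77 ± 0.22 in offspring 3 and -1.22 ± 0.18 in the dam) and is not among the 23. Its mean in the sire was -0.29 ± 0.11, and it is named here after its values were seen. By the rule used for the 23, there were 2 candidates without offspring 1, those of offspring 3.

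Over all 21 candidate regions on chromosome 4, which hold 49 probes, the mean was 0.60 in offspring 1, 0.44 in the dam, -0.030 in the sire, 0.010 in offspring 2 and 0.0050 in offspring 3. They lay in 1 locus of 1344 array probes from 101110877 to 101270967. Over all of these probes, whether positive or not, the mean was 0.36 ± 0.032 in offspring 1 and 0.37 ± 0.027 in the dam, a difference smaller than the SD between arrays. It was 0.0054 ± 0.019 in the sire, -0.0025 ± 0.020 in offspring 2 and 0.0023 ± 0.020 in offspring 3. Only 9.30% of the probes of this locus were positive in offspring 1 and 12.2% in the dam. Over all autosomes, 21 probes were positive gains in both mice, among them the 2 probes of a gain on chromosome 1 from 35303668.

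**Figure D3:**
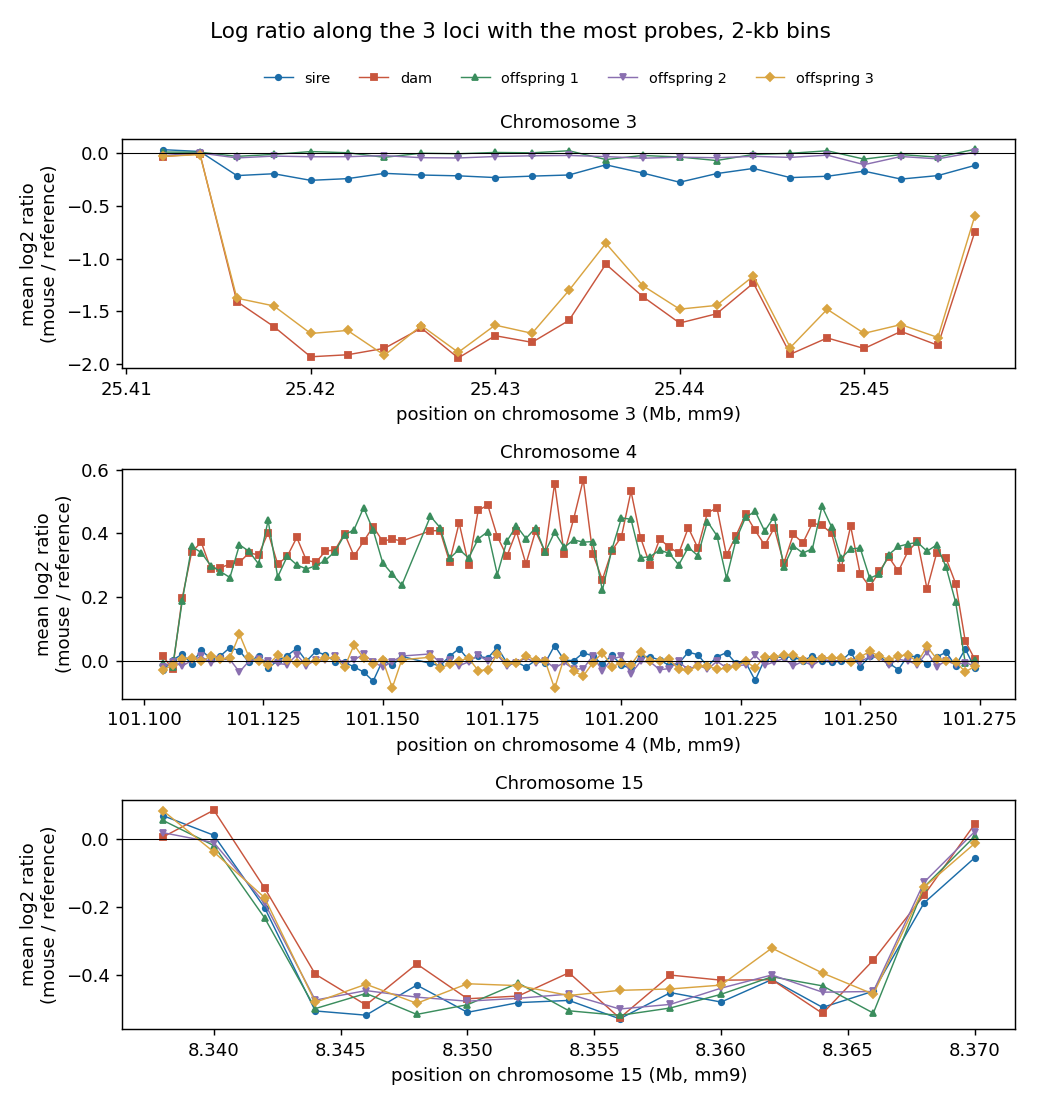
Mean log2 ratio (mouse over reference) in bins of 2 kb along the 3 loci with the most probes, on chromosomes 3, 4 and 15 (mm9), each line being 1 mouse and the mean of its 2 arrays. Over chromosome 3 the dam and offspring 3 lie far below the others, over chromosome 4 the dam and offspring 1 lie above the others by like amounts, and over chromosome 15 all 5 mice lie below 0.

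Regions private to 1 mouse were counted as a background for de novo candidates, because a private region of a parent cannot be new in the offspring. The dam had 31 private regions, offspring 1 had 21, offspring 3 had 1, and the sire and offspring 2 had 0. The mean was 7.33 ± 11.8 (SD, n = 3) in the offspring and 15.5 ± 21.9 (SD, n = 2) in the parents. The difference of -8.17 was within the spread between mice (exact permutation test, two-sided, p = 0.8, where 0.2 is the smallest the 10 splits can give). Without the dam the difference was 14.7, in the opposite direction. With regions joined within 10 kb, a setting chosen after the data had been seen, it was -0.17, from means of 1.33 and 1.5, so that its size depends on how a locus is divided into regions.

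Transmission was examined in the 58 regions called in exactly 1 parent, 56 of them in the dam and 2 in the sire. Of these, 22 (37.9%, 95% interval 25.5% to 51.6%, Clopper-Pearson) were found in at least 1 offspring. The interval treats the 58 regions as independent, although many are fragments of the same locus, so that it is too narrow. With regions joined within 10 kb, a setting chosen after the data had been seen, 9 of 14 (64.3%) were found, outside the interval. Offspring 1 shared 6 of them, offspring 2 shared 2 and offspring 3 shared 16. At a threshold of 0.4 the share was 66.7%, and it was 91.7% (11 of 12) at 0.8. At 0.8 the sire, offspring 1 and offspring 2 had 0 supported probes, against 155 in the dam and 147 in offspring 3. All 12 regions were therefore of the dam, and this share mainly describes the dam and offspring 3. Their shared losses may reflect sex, as described in the closing section, so it is not a general rate of transmission. The region with most probes was a loss of 137 probes on chromosome 3 from 25416456 to 25456288, with a mean of -1.82 ± 0.022 in the dam and -1.69 ± 0.037 in offspring 3. It was -0.23 ± 0.070 in the sire, -0.0057 ± 0.11 in offspring 1 and -0.034 ± 0.087 in offspring 2. On chromosome 5, a loss of 5 probes from 126326860 to 126328186 had a mean of -1.25 ± 0.30 in the dam and -1.56 ± 0.011 in offspring 3. A loss of 3 probes from 126318470 to 126318940 had -2.92 ± 0.12 in the dam and -2.98 ± 0.096 in offspring 3. In each of these regions 1 probe was not well above background on every array. Without it the first had -1.12 in the dam and -1.24 in offspring 3, and the second -3.78 and -3.86, so that these sizes depend on the probes kept. Both were near 0 in offspring 1 and 2, with means between -0.076 and -0.025, and lower in the sire, with -0.17 ± 0.024 and -0.27 ± 0.053. On chromosome 4, gains of 4 probes from 101161707 to 101162968 and of 4 probes from 101226381 to 101226774 had means of 0.72 ± 0.073 and 0.65 ± 0.093 in the dam, and 0.51 ± 0.12 and 0.53 ± 0.060 in offspring 1. The first of them is not among the 22, since 1 of its 4 probes was positive in offspring 1, and the second is, with 2 of 4. In all, 250 probes were losses in both the dam and offspring 3.

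Regions that shared at least 1 supported probe with a region of the same direction called in each of the other mice numbered 3, counted without overlap. A loss of 5 probes on chromosome 15 from 8346398 to 8347390 had means from -0.65 ± 0.041 in the sire to -0.53 ± 0.035 in offspring 2, and a second loss of 5 probes from 8356020 to 8356430 had means from -0.59 ± 0.028 in the dam to -0.46 ± 0.034 in offspring 3. Not all of their probes were positive in every mouse. In the first, 1 of 5 was positive in offspring 1 and in offspring 2, and in the second 1 of 5 in offspring 1 and in offspring 3. A gain of 2 probes on chromosome 1 from 35303668 to 35303835 had means from 0.73 ± 0.044 in the sire to 0.82 ± 0.076 in offspring 1. Over all 217 probes of the chromosome 15 locus, from 8343121 to 8367994, the mean was -0.46 ± 0.022 (SD, n = 5).

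Whether the family differed from the reference was tested at each probe with limma. The family differed from the reference at 369 of 84395 probes, 5 higher and 364 lower. The 5 mice are parents and their offspring, read against the DNA of 1 reference. The fit treats them as independent, so that its adjusted p does not measure independent replication. The probe with the smallest adjusted p was A_67_P07959016 on chromosome 13 (95707465 to 95707524), whose log2 ratio was 1.48 (SE 0.027, limma adjusted p = 1.15e-05) and above 0 in 5 of 5 mice. Probes A_67_P00042880 and A_67_P04060849 lay in the gain on chromosome 1, with 0.80 (SE 0.026) and 0.73 (SE 0.022). The lower probes with the smallest adjusted p were A_67_P02969391, A_67_P02969372 and A_67_P02969393 on chromosome 15, with -0.64 (SE 0.025), -0.60 (SE 0.020) and -0.60 (SE 0.023). The limma adjusted p of these 5 probes was 9.2e-05, and each of them lay on 1 side of 0 in 5 of 5 mice. Of the lower probes, 198 were on chromosome 15, and 160 lay on chromosome 14 in a pair of clusters. Over every probe of the first cluster, from 53752286 to 54134897, the mean of the 5 mice was -0.17 ± 0.015 (SD, n = 5), and over the second, from 54376646 to 54390579, it was -0.22 ± 0.0071 (SD, n = 5). With trend and robust settings of eBayes together, limma called 0 probes, with a smallest adjusted p of 0.0611 (1.76e-10 to 0.0611 over all settings) and 1283 probes at an unadjusted p under 0.05. At that unadjusted p the plain fit had 3362 probes, fewer than the 4220 expected by chance.

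Offspring differed from parents at 0 probes after adjustment (limma, smallest adjusted p = 0.165, and 0.00156 to 0.432 over all settings). At an unadjusted p under 0.05 there were 18824 probes, where 4220 are expected by chance. The parents were on 1 slide and the offspring on the other 2, so that slide and group overlap. With slide as a random block, limma called 47093 probes, 23719 higher and 23374 lower. The correlation that this fit estimated within slides was -0.81. Its cause was not tested, and across unchanged probes the log ratios of mice on 1 slide had positive Pearson correlations, 0.36 for the sire and the dam and 0.21 for offspring 1 and 2. Since slide and group overlap, the calls of this fit were not read as differences between offspring and parents.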

Values the study reported

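The study reported de novo deletions in 20.4% of F1 mice of irradiated sires (29 of 142) and in 7.1% of F1 mice of non-irradiated sires (11 of 156). Larger deletions, with 2 or more positive probes in the first screening, were reported in 15.5% (22 of 142) and 5.1% (8 of 156) of the F1 mice. These values count only deletions that quantitative PCR also found.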

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

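Unless named here as chosen afterwards, the alternatives were fixed before the data were examined. Chosen after the data had been seen were the removal of a dye bias estimated per probe from the other mice, the joining of regions within 10 kb, both together, the trend-only and robust-only settings of eBayes, and outlier spots kept in the limma fits. The authors' table repeated every value, since it holds the same ratios, and so tests nothing. No paired analysis was possible because the sire and the dam are 1 mouse each and share fewer than 2 replicate numbers with the offspring.

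The counts of positive probes moved by more than 1.5 times under 5 settings. In the order sire, dam, offspring 1, offspring 2, at a threshold of 0.4 there were 168, 858, 511 and 133 positive and 133, 600, 449 and 107 supported probes, with totals over 5 mice of 2157 and 1578. At 0.8 there were 2, 210, 2 and 3 positive probes and 210 in offspring 3, in total 427, and 0, 155, 0 and 0 supported probes, in total 302. With normexp the sire, offspring 1 and offspring 2 had 24, 96 and 16 positive and 11, 41 and 6 supported probes, and the totals were 775 and 456. When the mean of both arrays had to pass, the first 4 mice had 173, 834, 547 and 150 positive and 126, 567, 468 and 115 supported probes, with totals of 2169 and 1551. With the probe dye bias removed, offspring 1 and 2 had 280 and 85 positive probes, and the sire, offspring 1 and offspring 2 had 81, 213 and 68 supported probes. A lower threshold admits more probes by construction. The cause of the other shifts was not tested.

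De novo candidate regions numbered 23 in the main analysis and between 19 and 34 under the settings that moved them by less than 1.5 times. There were 0 at a threshold of 0.8, 15 with normexp, 5 with at least 2 neighbours, 159 when single probes counted as regions and 48 with the sire alone as the parental set. When a candidate had to differ from the mean of each parent by more than 0.5 there were 2, of which 1 was among the 23. Leaving out each offspring in turn gave 2 to 23, the lowest without offspring 1, which held 21 of them. With the sire or the dam alone as parents the regions of the other parent are no longer removed, by construction. Joining within 10 kb left 4, and joining with the probe dye bias removed left 0. The cause of the other changes was not tested.

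The share of regions of 1 parent found in an offspring was 37.9%. It was 66.7% at 0.4, 91.7% at 0.8, 66.7% with the mean of both arrays, 52.7% with neighbours within 1 probe, 64.3% with regions joined within 10 kb and 75.0% with joining and dye bias removed. These were higher than the main share, whereas at least 2 neighbours gave a lower one, 33.3%, within its interval. The cause was not tested. The difference in private regions between offspring and parents, -8.17, kept its sign under every alternative except 1, but not its size. It was -0.17 with regions joined within 10 kb, -0.5 at a threshold of 0.8 and with joining and dye bias removed, and -19.3 with single probes as regions. Leaving out each mouse in turn gave -23.7 to 14.7, the highest without the dam, which held 31 of the private regions. The design cannot reach significance, so these values say nothing about stability of a call.

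In the limma comparison of the family with the reference, 369 probes were called. All settings but 1 gave between 287 and 429 probes, among them each mouse left out in turn. The exception was limma with trend and robust eBayes together, which gave 0 probes, 0 higher and 0 lower, and 1283 at an unadjusted p under 0.05, while trend alone gave 376 and robust alone 373. With trend alone 0 probes were higher. In this fit the trend runs over the mean log ratio of a probe, which is the tested value itself. Higher probes numbered 5, and 3 at an adjusted p of 0.01, 3 with slide as a random block and 8 with all 10 arrays and a dye term. Leaving out each mouse in turn gave 3 to 7 higher probes. Offspring against parents gave 0 probes under every setting except slide as a random block, with 47093 probes, 23719 higher and 23374 lower, and the cause was not tested. Without each mouse in turn the unadjusted count under 0.05 lay between 9700 and 26350. Of the values of single named regions and probes, 137 kept within their error or their side of the threshold, 15 moved beyond their SD without a change of sign, and 9 lost significance under the trend settings.

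The X median of the dam was 0.72 with normexp, against 0.82. Its Y value was -1.69 as a mean over probes and -0.93 with normexp, and that of offspring 3 was -1.14 as a mean. The sign of these values did not change. The correlation of both arrays of a mouse changed sign under normexp in the dam, to -0.0093, and in offspring 3, to -0.14, and the cause was not tested. The SD of the deviation of an array from the mean of its pair under normexp was 0.140 in the sire, 0.141 in the dam, 0.132 in offspring 2 and 0.128 in offspring 3.

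Signal over background limited few counts, since at least 97.2% of the spots of each array were well above background, and keeping only such probes moved no count by more than 1.5 times. It limited the size of single regions, such as the loss of 3 probes on chromosome 5, at -2.92 in the dam and -3.78 without 1 probe not well above background. The log2 threshold limited more counts. A gain with a mean of 0.37, as on chromosome 4, passed 0.5 at 12.2% of its probes in the dam and 9.30% in offspring 1.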

Other observations

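The tests of explanations in this part were chosen after the patterns had been seen, while the limma comparison of offspring with parents and the calling rules, whose counts are cited, were planned.

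The gain on chromosome 4 accounts for 21 of the 23 de novo candidates. A change that arose in offspring 1 would leave the dam near 0 over the locus, but the mean of the dam was 0.37 ± 0.027 over 1344 probes. The difference of offspring 1 minus the dam was -0.0079, smaller than the SD between arrays. This is consistent with 1 segment carried by the dam, passed to offspring 1 and divided by the threshold into fragments that differ between both mice. A low mean relative to the threshold may thus turn an inherited gain into many apparent de novo regions, and the loss on chromosome 15, where the parents had -0.49 and -0.36, has the same form.

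The remaining candidate, the gain on chromosome 1 in offspring 3, rests on 2 probes that share 54 of their 60 bases. The neighbouring probes that start at 42423446 and 42423824 had values of -0.0046 and 0.048 in that mouse. Array noise was examined with the probe dye bias removed, since the regions seen after the sign of 1 array is turned otherwise hold dye differences. It left 0 regions in the 5 mice, too few mice to exclude noise at 1 region. With that bias removed the lowest array value of the 2 probes fell from 0.56 to 0.498, below the threshold. A true change shorter than the spacing of its neighbours stays open. No biological explanation of it was tested.

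The losses shared by the dam and offspring 3 lay in 8 loci, with means from -1.71 to -0.46 in the dam and from -1.77 to -0.49 in offspring 3. The widest was on chromosome 3. A deletion of both autosomal copies in the dam would leave each offspring with at most 1 copy, but offspring 1 and 2 had means of -0.0046 and -0.031 there. Probes near background were argued against as well, since the mean of the dam over the 146 probes well above background on every array was -1.71. A candidate explanation is that the male reference carries further copies of these sequences on its Y chromosome, which the dam and, by its X and Y values, offspring 3 would lack. In GRCm38 the longest autosomal run of 1-kb tiles that align to the Y chromosome was on chromosome 3. It held 38 tiles at an identity of at least 90%, from 25518001 to 25557000 (GRCm38), and the next longest run held 8. The same run was the longest at 95% (36 tiles against 7) and at 98% (27 tiles against 5). Its 39000 bp compare with 39833 bp for the loss on the array. In GRCm38 this run lies within the gene Nlgn1 and overlaps none of its annotated exons, so that it is intronic there, and it holds the rRNA gene Gm24250 (25546020 to 25546154). Each of its tiles had 8 alignments on the Y chromosome (median), which with 2 autosomal copies would give a female a log2 ratio of -2.32. The positions of both builds were not converted, and the other 7 loci were not matched to the Y chromosome. On such arrays, losses called against a male reference in a female may thus reflect sex rather than an autosomal change. Of the 22 regions counted as transmitted, 16 were found in offspring 3. Not all of the 16 were losses. A gain on chromosome 18 was positive at 100% of its probes in the dam and offspring 3 and at 0% in the sire. How many of the 16 lie in the 8 loci was not counted.

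Over the same 8 loci the sire was lower than both offspring 1 and offspring 2 at 8 of 8, with means from -0.29 to -0.066. On chromosome 3 its mean was -0.21 ± 0.071, or -0.18 relative to the lower of offspring 1 and 2. Chance variation along the arrays does not reach this value. Among 77793 runs of 148 consecutive autosomal probes outside the 14 loci, the lowest such difference was -0.040. In the sire alone, 6 runs were as low, all on chromosome 14 where offspring 1 and 2 were low too. Female DNA mixed into the sample of the sire, at the share that chromosome 3 implies, would raise its X value to 0.20, but the median over the X probes was -0.00030 ± 0.072. Signal carried over from the arrays of the dam on the same slide, at the same share, would raise chromosome 4 to 0.080, but it was 0.0054 ± 0.019. Fewer copies on an inherited Y chromosome would appear in sons, but offspring 1, with X and Y values like those of the sire, had -0.0046 on chromosome 3. A candidate explanation that stays open is that part of the cells of the sire's tail had lost the Y chromosome. The chromosome 3 locus would put that part at 19.7%, the chromosome 5 locus at 13.7% and the mean of the 3 Y probes at 12.1%. On these measures the same calculation gave -3.49% to 5.41% in offspring 1 and 2. The other loci were not converted, and their values were uneven. On chromosome 7, the loci of 2 probes had -0.29 ± 0.11 and -0.066 ± 0.18 in the sire, against -1.22 and -1.25 in the dam. On chromosome 14, also with 2 probes, offspring 1 had -0.084 ± 0.22 and the sire -0.12 ± 0.054. The Y value rests on 3 probes with an SD of 0.19 between arrays, which is too few to decide. A slide effect on these probes also stays open. The log ratios of the sire and the dam, on 1 slide, had a Pearson correlation of 0.36 across 83946 probes outside the called regions, and no other mouse was on that slide. Against a loss of Y alone speak the short gains on chromosomes 10 and 18, at which the sire, with 0.072 and 0.13, also lay toward the dam, with 0.54 and 0.91. A mislabelled sire was not tested.

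The excess of unadjusted differences between offspring and parents was compared with the slides. Of the 10 splits of the 5 mice into 3 and 2, only 1, the real one, gave 18824 or more probes at an unadjusted p under 0.05, so chance cannot be excluded with so few splits. Mice on 1 slide had the most similar log ratios over unchanged probes, with Pearson correlations of 0.36 for the sire and the dam and 0.21 for offspring 1 and 2. Pairs on different slides lay between -0.042 and 0.18. The highest of these was offspring 1 with offspring 3, which shared a scan day. Slide or scan day may therefore produce the excess, and it cannot be told apart from a difference between generations, since the parents shared 1 slide. By contrast, splits that set the dam and offspring 1, or the dam and offspring 3, against the rest gave 622 and 269 probes past the adjusted threshold, where the real split gave 0.

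The loss on chromosome 15 in all 5 mice had a mean of -0.46 ± 0.022 (SD, n = 5). If every mouse had lost 1 copy, its size might be near that of the X difference between 1 and 2 copies, 0.82 in the dam. The size was smaller. A reference with an extra copy was not tested, and because the response of probes can differ between loci the copy numbers cannot be told apart. The clusters of lower probes on chromosome 14 had still smaller means, -0.17 and -0.22, and were not examined further.

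The study lists no de novo CNV that it accepted in this family. Here 23 candidate regions were counted by a threshold rule, and that is a count of regions, not of mice. The study also required a positive probe in the first screening and a finding by quantitative PCR, neither of which was available here. The values quoted from it are of deletions, whereas only 1 of the 23 candidates was a loss. The count of 23 thus has no direct counterpart among those values.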
